A study of Homo sapiens with 6 samples. Its data were reported in "The psychosis risk factor RBM12 encodes a novel repressor of GPCR/cAMP signal transduction" (2023).

How the data were processed

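RNA-seq was carried out on 6 samples of glutamatergic neurons (iNeurons) derived from the human induced pluripotent stem cell line WTc11. The neurons carried a CRISPR interference knockdown of RBM12, an RNA-binding protein, and came from the parental line. In 3 samples the neurons were untreated, and in 3 they received isoproterenol, an agonist that activates cAMP signaling. The labels give neither its dose nor the duration. They number the replicates of each group, and groups and numbers were taken from the sample titles.

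The authors selected poly(A) RNA, prepared libraries with a directional kit, aligned the reads to GRCh38 with STAR, and counted reads per gene with featureCounts. Tool versions, the annotation release and whether counting used the strand of the reads are not stated. The deposited table holds a signal per gene and sample, namely the read count of the gene divided by 1 DESeq2 size factor for its sample. In each column, every value was a whole multiple of a single step, which gave back whole reads for 100% of the values above 0. The recovered reads summed to between 18116816 and 21488793 per sample. The deposited size factors ran from 0.867 to 1.033. Size factors recomputed from these 6 samples were 1.037 to 1.041 times the deposited ones, so all samples shifted by nearly the same factor and contrasts between them were little affected. The table listed 19823 genes, 1 of which was at 0 in all 6 samples, and 19742 of the gene identifiers (99.6%) were found in GENCODE release 44, from which positions and overlaps were taken. A spreadsheet program had turned 2 gene names into dates, and 8 names occurred more than once, so genes were followed by identifier.

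Genes with more than 5 recovered reads in at least 4 samples were kept, the limit described in the study's methods, which left 18130 genes and removed 1693. The test planned for a table of counts was edgeR's quasi-likelihood test. Because the table held normalized values, the test planned for that case was used: limma 3.58.1 in R 4.3.3, with an intensity trend and robust moderation, on log2(normalized count + 1). Adjusted p-values are Benjamini-Hochberg over all genes tested, and all limma, edgeR and DESeq2 tests are two-sided. Fold changes are on the log2(value + 1) scale. For genes with few reads the added 1 shrinks the change, while a single value near 0 can enlarge it, so their size is uncertain in both directions. A gene passed FDR 0.05 when its adjusted p was under 0.05. It passed the target threshold when its log2 fold change was also at least 0.5. Grouping, tests, thresholds, gene lists, the named-gene rule and the alternatives not described as added were fixed before the data were examined.

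The labels give both groups the replicate numbers 1 to 3. Over 11587 genes with a mean of at least 100 normalized counts, the deviations of same-numbered samples from their group means correlated at 0.269, 0.493 and 0.388 in pairs 1, 2 and 3. The mean over this matching was 0.383, against -0.195 to 0.163 for the other 5 ways to match the samples. Every pair lay above the limit of 0.1, so the numbers were taken to pair the samples. The fit without the pairs remained the main one, and values from a limma fit with replicate number as a block are printed where they change a call. Replicates of a group were distinct libraries, with a chi-square per degree of freedom between 3.44 and 5.73 in every comparison within a group.

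The named genes are RBM12, the immediate early list and the receptor pathway list. To these the rule adds the 10 genes with the largest rise and the 5 with the largest fall among those past FDR 0.05 whose 3 isoproterenol values all lay on 1 side of the 3 untreated values, with a mean of at least 10 normalized counts. The rule held 1 further gene, which is not reported here.

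Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with an estimated correlation, and with fry, each adjusted with Benjamini-Hochberg over 10 lists. The mean of each list per sample was compared between groups with a two-sided exact permutation test, for which 3 samples against 3 cannot give a p-value below 0.1. The lists of isoproterenol targets came from the study, which chose them on other libraries, from neurons of a modified line. They are the study target list, its shared, knockdown-selective and wild-type-selective parts, and its members marked as CREB targets, as targets in HEK293 cells or as having a role in neuronal activity. CREB is a transcription factor activated by cAMP signaling, and HEK293 is a human kidney-derived cell line. The immediate early, cAMP feedback and housekeeping lists were written from general knowledge, as were a receptor pathway list, 4 lists of cell markers (pluripotency, glutamatergic neuron, astrocyte, proliferation) and a stress list, these 6 adjusted as a separate family.

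The alternatives were TMM and total-count scaling, no filter, a filter in at least 3 samples, a filter on a mean of at least 50, pseudocounts of 0.5 and 5, DESeq2 1.42.0, the replicate block, and leaving out each sample in turn. Chosen after seeing the data were edgeR 4.0.16 on the recovered reads with and without the block, DESeq2 with the block, a correction of each library for GC content and transcript length in the blocked fit, and repeats of the other settings under the block. The correction removed a lowess trend with a span of 0.3, and GC content and length were known for 18064 (99.6%) of the tested genes.

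The procedures were tested on simulated counts for 18130 genes, 200 of them changed. Without the block, limma recovered 83.5% of the changed genes with 0 false calls. With the block it recovered 93.5%, and 3.11% of its calls were false. The planted changes had a log2 size of at least 0.5, were equal in every pair and lay in genes with a mean of at least 50. Responses in the data were often smaller and varied between pairs, so these shares do not give the power of the fits on the data. Both camera and fry found a shifted list of 100 genes and did not call an unchanged one. The simulated genes varied independently of each other, so this could not test the preset correlation of 0.01. In the data, the correlation estimated without the block ran from 0.048 (study target list) to 0.416 (immediate early list). A planted GC trend with a rank correlation of 0.772 across 12937 genes fell to 0.00636 after correction.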

Results

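Transcript levels were measured by poly(A) RNA-seq in RBM12-depleted iNeurons derived from WTc11, a human induced pluripotent stem cell line. The samples formed 2 groups, 3 untreated and 3 treated with isoproterenol, an agonist that activates cAMP signaling. The single contrast these groups allow asks which transcripts respond to isoproterenol when RBM12 is depleted in neurons of the parental line. Recovered reads numbered 19991049, 21488793 and 20370896 in untreated replicates 1 to 3 and 20890314, 18116816 and 20316986 in isoproterenol replicates 1 to 3. Values are normalized counts, and log2 fold changes compare isoproterenol with untreated samples. The 10 most abundant genes took 7.21% to 7.86% of the reads in each sample, and mitochondrial genes took 3.44% to 4.54%. The labels give no sequencing batch or date, and depth did not separate the groups.

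The first principal component of the 18130 tested genes held 42.6% of the variance and the second 19.3%. In each of the 3 pairs of same-numbered samples, the isoproterenol sample lay higher on the first component and lower on the second. The samples of pair 2 had the lowest first-component scores of their groups, -13.52 and -3.37.

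**Figure D1:**
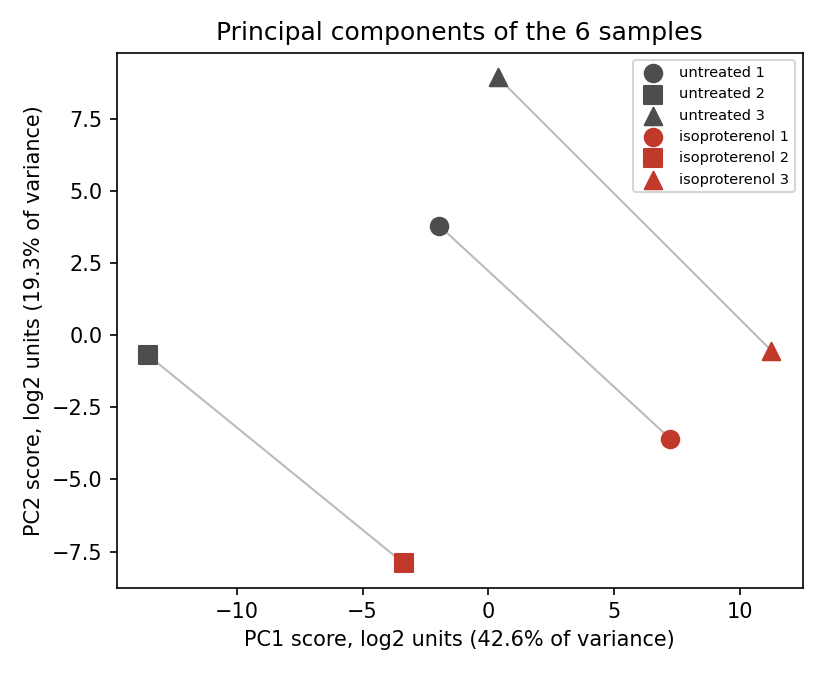
Principal component scores (log2 units) of the 6 samples, with gray lines joining samples that share a replicate number. Each isoproterenol sample (red) lies to the right of and below its same-numbered untreated sample (gray), and pair 2 lies to the left, at -13.52 and -3.37 on the first component.

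The targeted gene, RBM12 (ENSG00000244462), lies on chromosome 20 from 35648925 to 35664956 (GRCh38). Its level was 244.3, 278.7 and 266.9 normalized counts in untreated replicates 1 to 3 and 194.6, 237.6 and 232.8 in isoproterenol replicates 1 to 3. All samples are labeled as knockdown, and no sample with a control guide was analysed here, so the extent of depletion could not be measured. RBM12 was lower with isoproterenol in all 3 pairs (log2 fold change -0.25, SE 0.11), and its groups did not overlap. With 1 sample left out at a time, the change ran from -0.16 (without isoproterenol replicate 1) to -0.30 (without untreated replicate 1). RBM12 did not pass FDR 0.05 over all genes (limma adjusted p 0.607, and 0.131 with the replicate block). Adjusted over the receptor pathway list alone, its p was 0.182 without the block and 0.0299 with it (limma, Benjamini-Hochberg). Its exons share 575 bases with CPNE1 on the same strand, so reads in these bases cannot be assigned to 1 gene and its level is uncertain.

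Of the 18130 genes, 3 passed FDR 0.05 (limma, Benjamini-Hochberg), 1 higher and 2 lower with isoproterenol, and 1393 had an unadjusted p under 0.05. None (0) of the genes that rose passed the target threshold, while 2 genes that fell passed its mirror. Taking the replicate pairs into account moved these counts most. With the replicate block, 885 genes passed FDR 0.05 (511 higher, 374 lower), and 72 rising and 18 falling genes passed the target threshold. The biological coefficient of variation estimated by edgeR was 0.0563 without the block and 0.0249 with it. Without isoproterenol replicate 2, the count without the block was 67. In 2343 genes (12.9%) the 3 isoproterenol values did not overlap the 3 untreated values. Chance would give 10% if all samples were exchangeable. Same-numbered samples deviated together, so that share is not an exact reference. The median log2 fold change over all tested genes was 0.0015.

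The named-gene rule gave NR4A3, TFRC and MT-TW. NR4A3 (ENSG00000119508; chromosome 9, 99821855 to 99866891), which encodes a nuclear receptor on the immediate early list, rose from 1225 ± 112.6 to 1715 ± 155.6 normalized counts (SD, n = 3 per group; log2 fold change 0.49, SE 0.073; limma adjusted p 0.0324). Its adjusted p was 0.125 without untreated replicate 1, 0.25 without untreated replicate 3 and 0.0671 without isoproterenol replicate 3, and over 18 alternatives it ran from 1.32e-21 to 0.25. TFRC (ENSG00000072274; chromosome 3, 196012511 to 196082153), which encodes the transferrin receptor, fell from 1305 ± 155.7 to 768.5 ± 49.95 normalized counts (log2 fold change -0.76, SE 0.078; limma adjusted p 2.76e-04). MT-TW (ENSG00000210117; mitochondrial genome, 5512 to 5579), the mitochondrial tryptophan tRNA, fell from 244.8 ± 51.48 to 71.18 ± 11.02 normalized counts (log2 fold change -1.76, SE 0.16; limma adjusted p 2.80e-05). In these 3 genes the isoproterenol and untreated values did not overlap. TFRC and MT-TW passed FDR 0.05 in all 18 alternatives. TFRC shares some exonic bases with a gene on the opposite strand. It is on the housekeeping list and on the study target list, whose genes were chosen for a rise in other neurons. Poly(A) selection does not target tRNAs, so the level of MT-TW is that of the molecules that entered the libraries.

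GNAS (ENSG00000087460; chromosome 20, 58839718 to 58911192), the stimulatory G protein alpha subunit, illustrates the effect of the pairing. It averaged 131300 ± 11260 normalized counts in untreated and 155700 ± 13740 in isoproterenol samples (log2 fold change 0.25, SE 0.097; limma adjusted p 0.655), with overlapping groups. Within pairs 1, 2 and 3 the log2 fold change was 0.24, 0.25 and 0.25, and the adjusted p with the replicate block was 1.31e-39. GNAS overlaps the antisense gene GNAS-AS1 by 1127 exonic bases, and whether the counting separated the strands is not known.

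**Figure D2:**
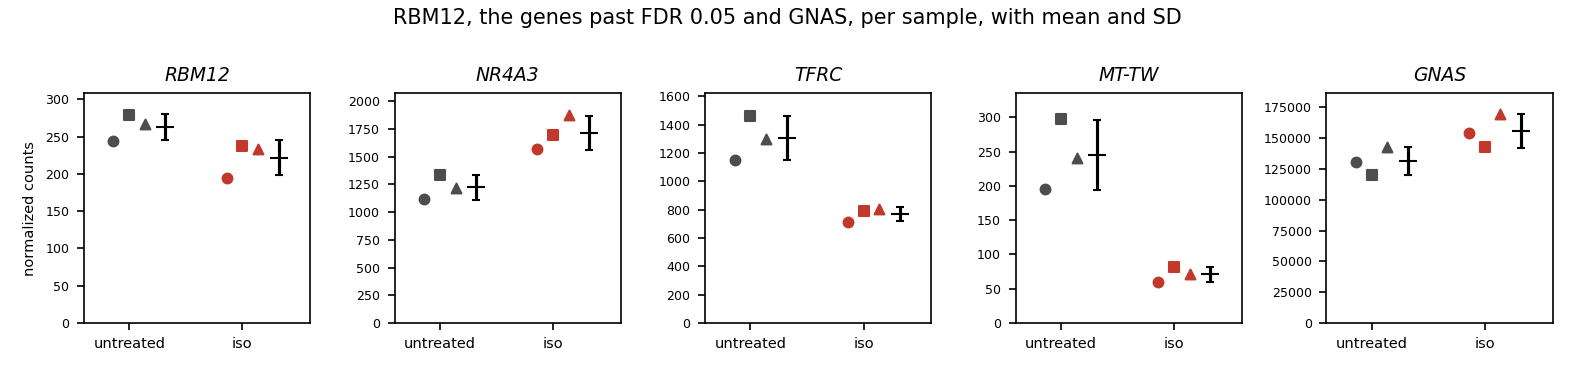
Normalized counts of RBM12, the 3 genes past FDR 0.05 and GNAS in each untreated and isoproterenol (iso) sample, with circles, squares and triangles for replicates 1, 2 and 3 and bars for mean and SD (n = 3 per group). The groups overlap for GNAS, which is higher with isoproterenol in each pair, and are separate for RBM12, NR4A3, TFRC and MT-TW.

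The immediate early list holds genes transcribed rapidly after stimulation of a cell. Of its 18 genes, 16 were tested. EGR3 fell below the limit on reads, and EGR2 was not analysed here. All 16 were higher with isoproterenol in each of the 3 pairs, and in 12 the groups did not overlap. FOSB rose from 6.3, 1.9 and 10.3 normalized counts in untreated replicates 1 to 3 to 58.9, 138.4 and 267.7 in isoproterenol replicates 1 to 3 (log2 fold change 4.39, SE 0.73). NPAS4 rose from 3.80 ± 4.18 to 69.3 ± 37.1 (4.24), NR4A1 from 116.4 ± 16.9 to 630.7 ± 357 (2.28), FOSL2 from 93.9 ± 20.99 to 357.4 ± 178 (1.84) and FOS from 621 ± 75.7 to 1735 ± 564 (1.44; SD, n = 3 per group). FOSB and NPAS4 had few untreated reads, and with a pseudocount of 5 their log2 fold changes were 3.68 and 3.07. NR4A3 was the only list member past FDR 0.05 over all genes in the limma fit without the block, and 14 of the 16 passed with the replicate block. NR4A1 and EGR4 did not pass with the block in limma (adjusted p 0.119 and 0.193). NR4A1 passed in edgeR with the block (adjusted p 0.0192), and over all its alternatives its adjusted p ran from 0.00128 to 0.817. Adjusted over the list alone, 13 passed without the block and all 16 with it. The list median was 0.785 (log2) and moved most without isoproterenol replicate 1, to 1.01, and without isoproterenol replicate 3, to 0.57. With the limit on reads set in at least 3 samples, which adds EGR3, it was 0.81. In the 16 genes it was 0.511, 0.657 and 1.07 in pairs 1, 2 and 3.

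**Figure D3:**
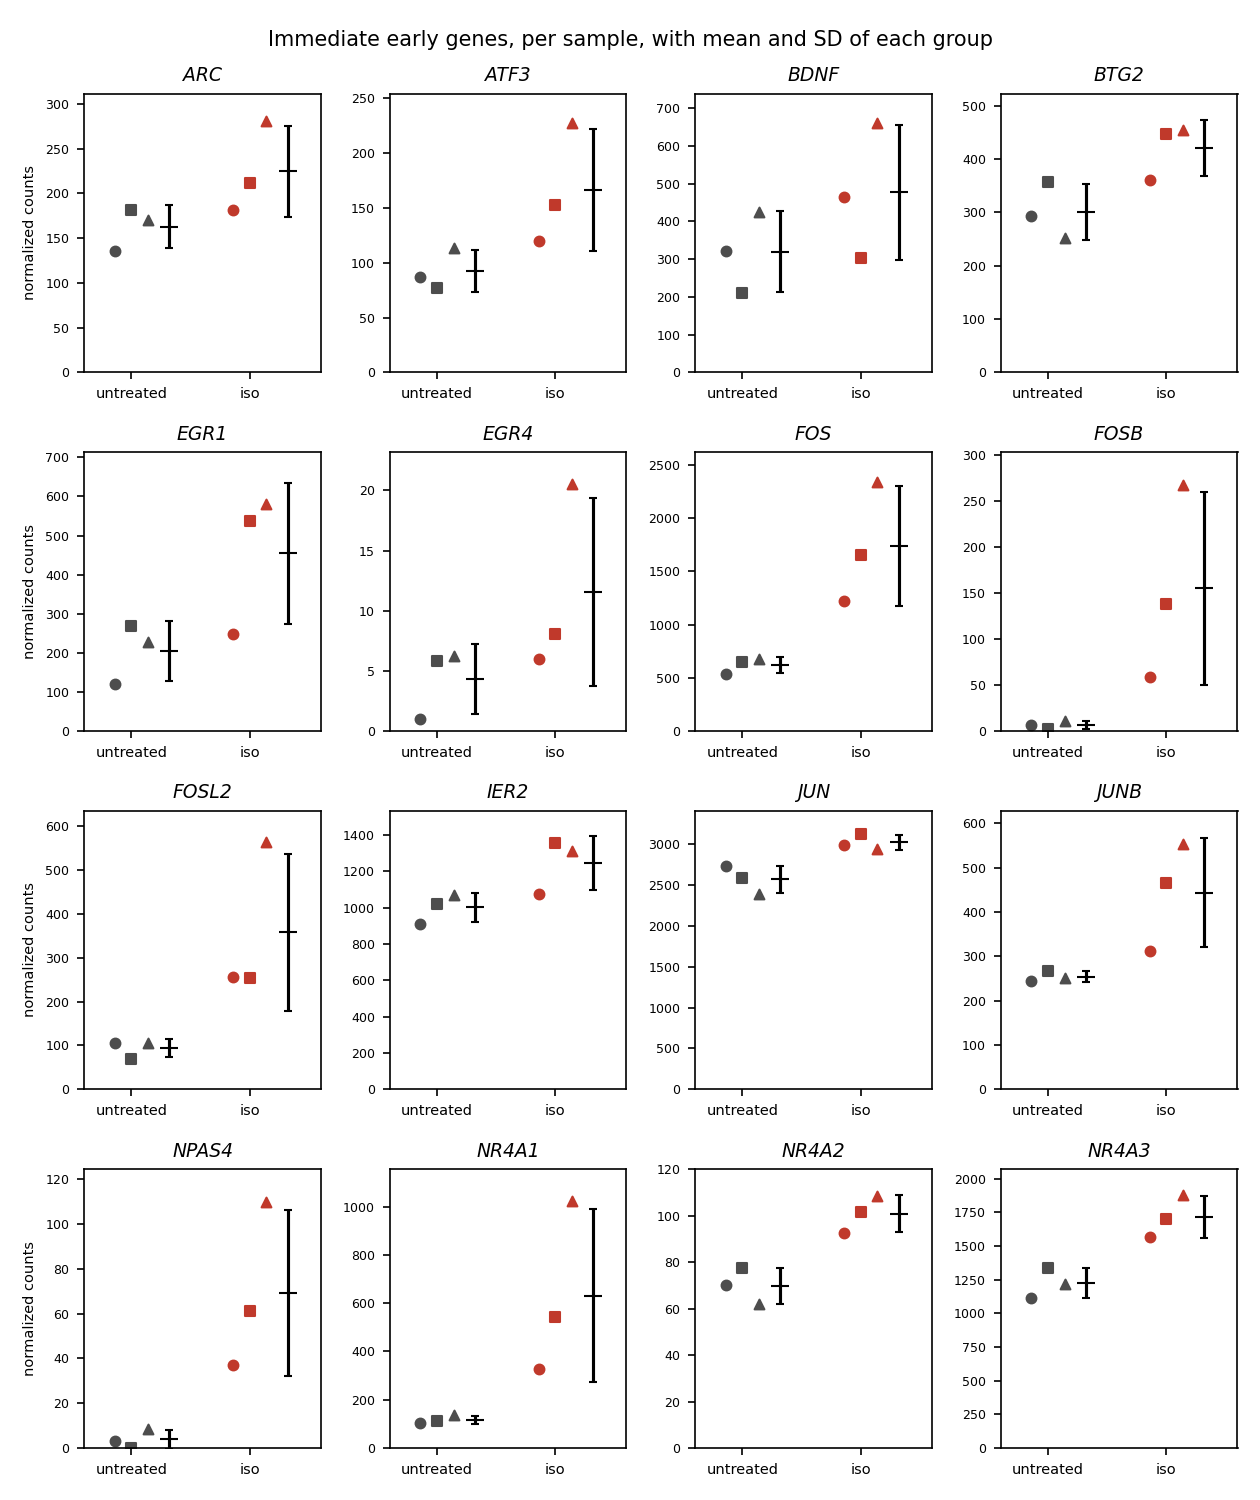
Normalized counts of the 16 tested immediate early genes in each untreated and isoproterenol (iso) sample, with circles, squares and triangles for replicates 1, 2 and 3 and bars for mean and SD (n = 3 per group). Each gene is higher with isoproterenol in all 3 pairs, and isoproterenol replicate 3 has the highest value of FOS, FOSB, NPAS4 and NR4A1.

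The receptor pathway list holds RBM12 and genes for adenylyl cyclases, protein kinase A subunits, phosphodiesterases, receptor kinases, arrestins and cAMP-responsive factors. None (0) of its 27 tested members passed FDR 0.05 in limma without the block, where the smallest adjusted p was 0.495, and 5 had an unadjusted p under 0.05. With the replicate block 4 passed: GNAS, GRK5 (log2 fold change 0.16), PDE1C (0.18) and PRKAR2A (-0.11). These sizes depended on single samples in the fits without the block, where the partner of the sample left out stays unmatched. Without untreated replicates 2 and 1, PDE1C changed by 0.12 and 0.22, and GRK5 by 0.12 and 0.21. PRKAR2A changed by -0.074 without isoproterenol replicate 2 and by -0.13 without isoproterenol replicate 1. Adjusted over the list alone, 0 passed without the block, and 6 rising and 4 falling members passed with it. Log2 fold changes ran from -0.25 for RBM12 to 0.27 for CREM, and 18 members were higher. The adenylyl cyclase transcript ADCY1 was lower in each pair (log2 fold change -0.08, from -0.034 without untreated replicate 2 to -0.14 without isoproterenol replicate 2). Its limma adjusted p was 0.759 without the block and 0.0519 with it, and it passed FDR 0.05 in edgeR with the block (adjusted p 0.0305) and in the blocked fit with GC and length correction (5.77e-04). ADCY3 changed by -0.09 (limma adjusted p 0.768, and 0.394 with the block). Several members, among them ADCY3, ADCY7, GNAL and ARRB1, share exonic bases with neighboring genes, which makes their levels uncertain.

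Whether the isoproterenol targets defined in neurons of a modified line also moved in those of the parental line was tested on the lists. Of the study target list, 662 genes had values and 658 were tested. Its median log2 fold change was 0.072, with 457 genes (69.5%) higher (camera adjusted p 8.51e-10), and medians of 0.053, 0.077 and 0.088 in pairs 1, 2 and 3. Of 10000 random lists of the same size and matched expression, 0% had a median as high. Over 18 alternatives the median ran from 0.058 to 0.088. In the limma fit without the block, 1 gene was higher (NR4A3) and 1 lower (TFRC) past FDR 0.05, and adjusted over the list alone 45 were higher and 6 lower. With the replicate block 112 were higher and 15 lower, 25 of the former past the target threshold, and adjusted over the list alone 143 were higher and 21 lower. Without the 16 immediate early genes, all of which it contains, the median was 0.067 over 642 genes.

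Genes that the study assigned to both of its cell lines by the direction of their change, the shared target list, had a median of 0.064 (523 genes tested, 357 higher, camera adjusted p 8.10e-08). The knockdown-selective list had a median of 0.154 (115 genes, 94 higher, camera adjusted p 2.11e-15) and was higher in each pair, at 0.131, 0.156 and 0.205. The wild-type-selective list had a median of -0.036 (20 genes, 6 higher, camera adjusted p 0.415). Pair 3, at -0.125, was lower than pairs 1 and 2, at -0.015 and -0.011. Its median was 0.015 without untreated replicate 2, -0.070 without untreated replicate 1, -0.021 without untreated replicate 3 and -0.11 without isoproterenol replicate 2. The median was -0.0011 and -0.0018 without isoproterenol replicates 1 and 3, and 2 of its genes had an unadjusted p under 0.05. The medians of the knockdown- and wild-type-selective lists differed by 0.19, in the same direction in all 3 pairs. Of 10000 random reassignments of the genes to the 2 lists, 0.08% gave a difference as large, but genes are not independent replicates. The study sorted the 2 lists by the direction of change in knockdown and control neurons of the modified line. A difference of this direction in knockdown neurons therefore follows from that choice wherever the lines respond alike. Without samples with a control guide, it cannot show dependence on RBM12. The difference was 0.11 without untreated replicate 2 and 0.32 without isoproterenol replicate 2. Past FDR 0.05, 1 shared target was higher and 1 lower without the block, and 80 and 13 with it. Among the knockdown-selective genes, 0 passed without the block (34 at an unadjusted p under 0.05), and 30 were higher and 1 lower with it. For the wild-type-selective genes the counts were 0, and 2 higher and 1 lower with the block. Adjusted over the list alone, 32 shared, 22 knockdown-selective and 0 wild-type-selective targets were higher without the block, and 100, 39 and 3 with it. Those lower numbered 6, 1 and 0 without the block, and 17, 2 and 2 with it. Across samples without regard to pairs, the two-sided exact permutation p of the difference between the list means was 0.2 (smallest possible 0.1). Within pairs 1, 2 and 3, the response of the knockdown-selective mean exceeded that of the wild-type-selective mean by 0.19, 0.19 and 0.33 (paired t test, unadjusted p 0.0373, n = 3 pairs; exact sign-flip p 0.25, the smallest possible), a test chosen after the values were seen.

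The CREB target list had a median of 0.065, with 204 genes (69.6%) higher, and a camera adjusted p of 1.65e-09. It is a part of the study target list, and camera compares it with all other genes. The whole study target list had a median of 0.072, with 69.5% higher, so the call shows no effect specific to CREB targets. The neuronal activity and HEK293 target lists are also parts of the study target list. The neuronal activity list (105 genes) had a median of 0.085, with 78 higher, at a camera adjusted p of 8.88e-11. The HEK293 target list (23 genes) had a median of 0.15, with 17 higher (camera adjusted p 5.20e-12), which was 0.27 without isoproterenol replicate 2 and 0.051 without isoproterenol replicate 3. These lists overlap: 64 of the neuronal activity genes and 22 of the HEK293 targets are also CREB targets, and the immediate early list shares 15 genes with the CREB, 13 with the neuronal activity and 7 with the HEK293 target list. The cAMP feedback list, of genes that limit cAMP signaling, had a median of 0.099 (22 genes, 16 higher, camera adjusted p 5.45e-04), which was 0.046 without isoproterenol replicate 3, and 0.051 with a filter on a mean of at least 50. It shares 10 genes with the study target list. With the replicate block, the genes past FDR 0.05 numbered 60 higher and 9 lower for CREB targets, 28 and 4 for neuronal activity, 9 and 1 for HEK293 targets and 5 and 2 for cAMP feedback. Without it, 1 CREB and 1 HEK293 target (NR4A3) were higher and 1 CREB and 1 neuronal activity gene (TFRC) lower. Adjusted over the list alone and without the block, 24 CREB, 18 neuronal activity, 10 HEK293 and 1 cAMP feedback genes were higher, and with the block these numbers were 75, 38, 11 and 11. In the same order, those lower numbered 4, 3, 0 and 0 without the block, and 11, 5, 1 and 3 with it. Of the cAMP feedback genes, 9 had an unadjusted p under 0.05.

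**Figure D4:**
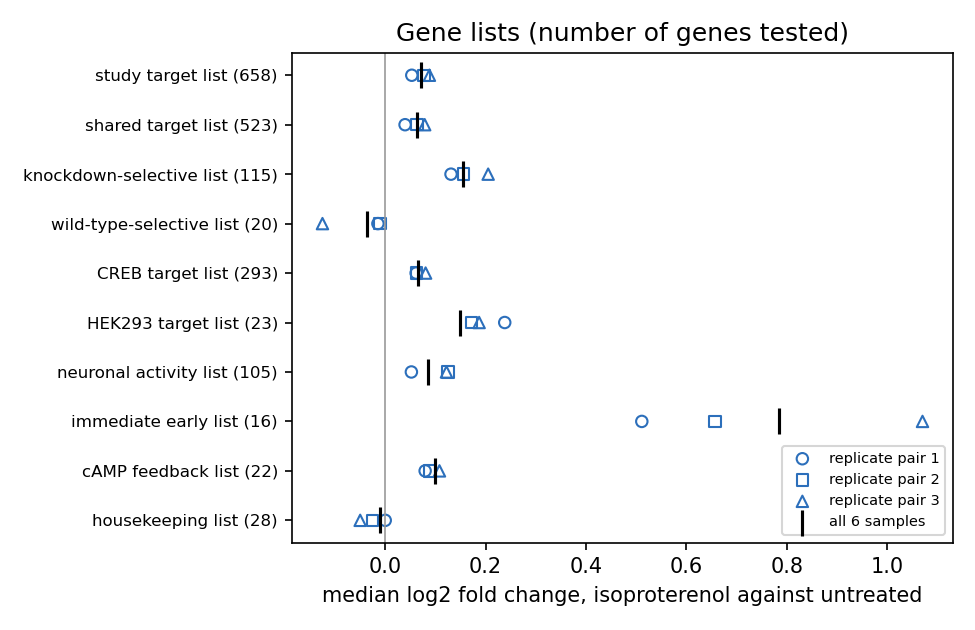
Median log2 fold change (isoproterenol against untreated) of each gene list over all 6 samples (bars) and within replicate pairs 1, 2 and 3 (circles, squares, triangles), with the number of genes tested in brackets. The immediate early list lies highest, at 0.785, and the wild-type-selective and housekeeping medians lie below 0.

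The housekeeping list, the negative control, had a median of -0.0097 (28 genes, 9 higher). Its camera adjusted p was 0.144 without the block and 0.0422 with it, and its medians within pairs 1, 2 and 3 were 1.08e-05, -0.026 and -0.050. It was 4.70e-04 without untreated replicate 3, -0.025 without untreated replicate 1 (camera adjusted p 0.0499), -0.015 without untreated replicate 2 and -0.018 without isoproterenol replicate 1. The 1 housekeeping gene past FDR 0.05 without the block was TFRC, and with the block 2 were higher and 2 lower.

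Per-sample means of the 8 lists with a positive median, among the 10 tested together, were higher in all 3 isoproterenol samples than in any untreated sample, which gave a two-sided exact permutation p of 0.1, the smallest 3 samples against 3 allow. It was 0.5 for the wild-type-selective and 0.2 for the housekeeping list. The 8 camera calls depend on the assumed correlation. With fry, the knockdown-selective and immediate early lists passed without the block (smallest adjusted p 0.0448) and all 8 with it. With an estimated correlation, 0 of the 10 lists passed without the block (smallest adjusted p 0.0718), and 5 passed with it: the study target, knockdown-selective, CREB target, HEK293 target and immediate early lists. In neither setting did the housekeeping list pass.

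As sets, the remaining lists did not pass with or without the block (camera adjusted p of at least 0.146). Their medians were 0.029 for the receptor pathway (27 genes) and for the pluripotency markers (7 genes), 0.0022 for the glutamatergic neuron markers (16 genes), -0.038 for the astrocyte markers (5 genes), 0.018 for the proliferation markers (6 genes) and -0.031 for the stress list (14 genes). Without the block 0 of their members passed FDR 0.05. With the block, 1 was higher and 2 lower in the stress list, 1 higher and 2 lower among the glutamatergic markers and 3 higher and 1 lower in the receptor pathway list, and 0 passed in the others.

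Applying the named-gene rule to the blocked fit was chosen after the values were seen. It gave FOSB, NPAS4, FOSL2, AC009275.1, FOS, WDR76, BHLHE40, SMIM1, ABCC6 and FAM71F2 as the largest rises, with log2 fold changes from 4.39 down to 1.33. The largest falls were RSAD2, MT-TW, AC093503.2, AL359513.1 and MT-TT, at -1.83 to -1.19. The size of the RSAD2 fall depends on isoproterenol replicate 2, which had 0 counts: it was -0.73, -4.28 and -0.50 in pairs 1, 2 and 3 and -0.68 without that sample, and its adjusted p in edgeR with the block was 0.0773. Without the same sample AC093503.2 changed by -0.69 in place of -1.37, and without untreated replicate 2 FAM71F2 changed by 0.72 in place of 1.33. BHLHE40 rose from 91.1 ± 21.7 to 254 ± 115 normalized counts (SD, n = 3 per group; limma adjusted p with the block 2.86e-16). The others outside the immediate early list had means of 66.1 normalized counts or fewer in the untreated samples, apart from MT-TW. Also chosen after its values were seen, SST, which encodes somatostatin, rose from 374.8 ± 154.7 to 760.6 ± 306 normalized counts. Its log2 fold change was 1.01, with 1.22, 0.89 and 0.92 in pairs 1, 2 and 3 (limma adjusted p 0.729, and 3.79e-23 with the block).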

Values the study reported

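In neurons of a modified line, the study reported 208 isoproterenol targets with the control guide and 576 with RBM12 knockdown, at an adjusted p under 0.05 and a log2 fold change of at least 0.5. Together these made up 669 unique targets. Specificity was set by a looser rule than that cut, namely a log2 fold change that was not negative in only the cell line concerned. By this rule 115 targets were specific to the RBM12 knockdown and 21 to the wild type. The remaining targets therefore did not all pass the cut in both cell lines. For the neurons of the parental line, the study reported a Pearson coefficient of 0.64 between their expression changes and those of the neurons of the modified line over the targets.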

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

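The settings under the replicate block other than the plain block, edgeR on the recovered reads and the GC and length correction were chosen after seeing the data, as were the alternatives for the difference between the 2 selective lists. Of 18 alternatives, 2 other scalings, no filter, a filter in at least 3 samples, a pseudocount of 0.5 and edgeR without the block left the 3 genes past FDR 0.05, the count of 0 past the target threshold and the count of 1 higher study target as they were.

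The replicate block moved the counts most, to 885, 72 and 112. With edgeR and the block they were 977, 72 and 111, and with the block and the GC and length correction 883, 76 and 111. DESeq2's Wald test without the block gave 23, 9 and 13. A pseudocount of 5 gave 1 gene past the target threshold and 2 higher study targets. A filter on a mean of at least 50 gave 0 higher study targets, because the adjusted p of NR4A3 rose to 0.0707. The block lowered the residual spread (coefficient of variation 0.0249 against 0.0563 in edgeR). For the other settings, the cause was not tested. Leaving out each sample gave 2 to 67 genes past FDR 0.05, 0 to 18 past the target threshold and 0 to 17 higher study targets, each highest without isoproterenol replicate 2 and lowest without untreated replicate 1.

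Under the block, DESeq2 gave 139, 24 and 34 in place of 885, 72 and 112, and leaving the block out gave 3, 0 and 1. Leaving out each pair gave 456 to 665 genes past FDR 0.05, 43 to 70 past the target threshold and 65 to 87 higher study targets. Each count was lowest without pair 3, and without pair 1 531 genes passed FDR 0.05. Of the genes past FDR 0.05 with the block in limma, 866 were shared with edgeR, 138 with DESeq2 and 769 with the corrected fit.

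The 8 rising lists kept their direction and their camera call in all 18 alternatives. The housekeeping median of -0.0097 passed under DESeq2 (-0.0102, camera adjusted p 0.0308), the block (-0.00971, 0.0422) and edgeR with the block (-0.0113, 0.00661), and did not pass with the corrected blocked fit. It ran from -0.0252 without untreated replicate 1, where it also passed (camera adjusted p 0.0499), to 0.00047 without untreated replicate 3, the latter in the opposite direction. The wild-type-selective median, within error throughout, ran from -0.112 without isoproterenol replicate 2 to 0.0146 without untreated replicate 2, where its direction reversed. The difference between the knockdown- and wild-type-selective medians, 0.19, ran from 0.11 to 0.32 across the fits that each left out 1 sample. Both extremes came from leaving out a member of pair 2. Such fits ignore the pairs and leave the partner of the missing sample unmatched, so differences between pairs enter them. How far this accounts for the ranges was not tested.

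Over 36 named genes, among them 8 of the 27 receptor pathway members, the 3 blocked settings brought 83 results past FDR 0.05 and took 0 below it. The other unblocked settings brought 6 past it and took NR4A3 below it once. Leaving out samples brought 10 past it and took 3 below, all of them NR4A3, and 0 results reversed. Of all 27 receptor pathway members, 4 passed with the block in limma, 6 in edgeR, ARRB1 (adjusted p 0.0494) included, and 5 with the correction. The plain block changed the camera call of no list but housekeeping. At 18116816 to 21488793 reads per sample, transcripts with few untreated reads, such as FOSB and NPAS4, had fold changes that depended on the pseudocount.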

Other observations

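The tests of depth as a source of the pairing, short RNAs, mitochondrial RNA, scaling, iron, stress, cell mixture and a stronger response of pair 3 were chosen only after related values had been seen. The others were set before their results were known, on patterns noticed in the same data.

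The count of genes past the target threshold in RBM12 knockdown neurons here was 0 in limma and 9 in DESeq2, and 72 and 24 with the replicate block, with 1393 genes at an unadjusted p under 0.05 in limma without it. These are lower than the value quoted from the study above. The neurons came from different lines, and the labels of these samples do not allow that difference to be tested.

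Of the 10 ways to split the 6 samples 3 against 3, 2 gave at least as many genes past FDR 0.05 without the block as the real one. The other set untreated replicates 1 and 2 and isoproterenol replicate 2 against the rest and gave 83 genes, so the count of 3 cannot be told apart from the effect of regrouping, and the design cannot give a share under 0.1. Of the 4 splits that part all 3 pairs, 1, the real one, gave 885 genes with the block, and the other 3 gave 0 genes each. With so few splits this also stays open as a formal test.

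Same-numbered samples deviated together, and the response was clearer within pairs. Trends with GC content and length are argued against as the cause, since the lowest pair correlation was 0.218 after each library was corrected for them. Depth deviated the same way in 0 of the 3 pairs. Of the genes called with the block, 86.9% were still called with the same sign after the correction. A shared differentiation or harvest is a candidate explanation that the labels do not allow to be tested.

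Pair 2 lay away from the others. Across 11590 genes, its deviation from the remaining pairs had a rank correlation of -0.257 with the response to isoproterenol, against 0.167 and 0.168 for pairs 1 and 3, where genes are not independent replicates. After GC and length correction it was -0.278, so those trends may be set aside as the whole cause. Whether the replicate differed in its state before treatment was not tested.

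MT-TW was lower in all 3 pairs, with log2 fold changes of -1.69, -1.85 and -1.73. Of 6 mitochondrial tRNAs tested, 5 were lower (median -1.07), and 2, MT-TW and MT-TT, passed FDR 0.05 with the block in limma. A loss of mitochondrial RNA as a whole would also lower the 13 mitochondrial mRNAs, whose median was -0.0607. The 70 nuclear genes with transcripts under 200 bases had a median of 0.0014, with 35 lower, but members going both ways leave a loss of short RNAs open, and it cannot be told apart from a change in tRNA abundance or in tRNA ends and modifications. That some tRNAs enter a poly(A) library at all may reflect priming or tailing, which was not tested.

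Ribosomal protein mRNAs fell slightly: 71 of 78 were lower, with a median of -0.083 and of -0.075, -0.086 and -0.094 in pairs 1, 2 and 3. With the block 31 were lower and 0 higher past FDR 0.05, and without it 0 passed. The median was lower than 0 under each scaling, at most -0.0789 with total counts, where the median of all genes was 0.0052. It was -0.0666 after GC and length correction, and 0% of 10000 sets matched on expression, GC and length were as low (their median was -0.028). These values argue against scaling and against those trends as the whole cause. A small response of ribosomal protein transcripts to isoproterenol is therefore a hypothesis that may be worth testing in further samples.

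The rise of GNAS, one of the most abundant transcripts, was 0.247 after GC and length correction, close to its uncorrected value of 0.246, so those trends do not account for it. Whether the change lies in the annotated GNAS transcripts or in overlapping ones was not tested.

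The fall of TFRC was likewise -0.752 after correction. A candidate explanation is decay regulated by iron, which acts through elements in the untranslated regions of both TFRC and SLC11A2. SLC11A2 changed by -0.136 (SE 0.072; limma adjusted p 0.68, and 0.158 with the block), lower in all 3 pairs but not past the threshold, so this stays open and cannot be told apart from a direct effect of isoproterenol.

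The rise of immediate early genes could also come from handling or from a different mixture of cells. The stress list had a median of -0.0308, and 5 of its 14 genes were higher. The 4 marker lists had absolute medians of at most 0.0376 (astrocyte). Because members went both ways, heat or proteotoxic stress and a different mixture of cells both stay open. A brief mechanical or medium-change stimulus of the treated wells was not tested, because the labels do not describe how the untreated wells were handled.

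The immediate early response was larger in pair 3 than in pair 1, with a ratio of medians of 2.09 and a larger rise in 15 of the 16 genes. A stronger response of all genes would raise others in the same ratio. The ratio was 1.27 for 78 ribosomal protein mRNAs (bootstrap over genes, 95% interval 0.929 to 1.91) and 1.61 for the 642 study targets without immediate early genes (1.23 to 2.61). Among genes past FDR 0.05 with the block in limma, it was 1.93 for 14 immediate early genes (1.29 to 2.62), 1.12 for 497 other rising genes (1.01 to 1.22) and 1.04 for 374 falling genes (0.966 to 1.13), but the blocked fit favors genes that agree between pairs, which draws such ratios toward 1. Single genes went both ways. The ratio was 1.85 for GEM, 1.53 for BHLHE40, 1.67 for SMIM1 and 2.05 for MT-TT. It was 1.05 for GNAS, 0.756 for SST, 0.588 for ABCC6 and 0.423 for WDR76. TFRC (0.999) and MT-TW (1.03), which passed FDR 0.05 without the block too, responded about equally in pairs 1 and 3. A stronger response of all genes, or of the study targets, in pair 3 therefore stays open. A difference in the time from stimulation to harvest is a candidate explanation, since immediate early transcripts change quickly, and it was not tested.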
